A study of Mus musculus with 15 samples. Its data were reported in "Transcriptome sequencing reveals that LPS-triggered transcriptional responses in established microglia BV2 cell lines are poorly representative of primary microglia" (2016).

How the data were processed

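RNA-seq was performed on BV2 cells, an immortalised mouse microglial line, in 5 groups of 3 libraries: untreated control, lipopolysaccharide (LPS, 10 ng/ml) for 2 h, LPS for 4 h, GSK-J4 (10 uM) for 4 h, and LPS with GSK-J4 for 4 h. Groups and replicate numbers were taken from the sample labels. The study describes the control and LPS RNA as independent biological samples, whereas the GSK-J4 arms are not described there, so that for them the p-values measure only the spread between these libraries. A time for the control was not given in the sources used here.

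For each library the authors deposited a file of raw read counts, 1 row for each of 32915 RefSeq transcript accessions, with 5 summary rows at the end. Per the submitters' processing notes, CASAVA 1.8.2, Trimmomatic 0.33, TopHat2 2.0.10, Cufflinks 2.2.1 and HTSeq 0.6.1 were used with the mouse genome build mm10, whereas the study's methods name the aligner STAR. The strand setting and the annotation version were not given in the sources used here. The summary rows held most reads: 44.8 to 57.3% of the reads per library aligned to more than 1 place, 22.1 to 30.5% fell outside annotated features and 2.96 to 4.89% were ambiguous, which left 16.5 to 21.0% in transcript rows. The transcript rows summed to between 1434435 and 3136884 counts per library. Of these counts, 25.3 to 34.3% lay in the row of a ribosomal RNA precursor and 7.65 to 20.5% in Lars2, and all rows were kept in the library totals.

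Counting by accession had a consequence for genes with several transcripts, since a read on an exon that several accessions share is ambiguous. Genes with 1 accession had a median of 16 counts over all libraries and 6883 of 15838 (43.5%) were tested, whereas genes with 2 or more accessions had a median of 1 count and 369 of 4560 (8.09%) were tested. Accessions were given gene symbols from the RefSeq table of the reference for 32487 rows and through GENCODE vM21 for 171 rows, and 257 rows had no symbol. In the text a gene is a tested accession row; 41 genes had more than 1 such row and 25 tested rows had no symbol. Coordinates are those of mm10 in GENCODE vM21, counted from 1.

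Analysis was done in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Rows with too few counts were removed with filterByExpr at its defaults with the group factor, which left 7550 rows. Counts were scaled with TMM (factors 0.843 to 1.19), and 1 edgeR quasi-likelihood model with the group as its only factor was fitted to all 15 libraries, which gave 10 residual degrees of freedom and a common biological coefficient of variation of 0.269. The 7 comparisons were LPS 2 h vs control, LPS 4 h vs control, LPS 4 h vs LPS 2 h, GSK-J4 vs control, LPS + GSK-J4 vs LPS 4 h, LPS + GSK-J4 vs GSK-J4, and their interaction, in which the LPS 4 h effect without GSK-J4 was subtracted from that with GSK-J4. All tests were 2-sided. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 over all rows tested, for which 377.5 rows of 7550 were expected below an unadjusted p of 0.05 by chance. SE values of log2 fold changes came from the same model.

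Gene lists, 38 in all, were fixed before the data were examined, as were the comparisons, tests, rule for named genes and first set of alternative settings. Of these lists 31 were tested with camera on log2 CPM (edgeR's counts relative to the scaled library total, prior count 2) with a preset correlation between genes of 0.01. The p-values were adjusted over all 217 combinations of list and comparison, and tests were repeated with a correlation estimated from the data and with fry. The fry p tests whether a list moves on balance in 1 direction. Members called are given over all genes and, where stated, adjusted over the list alone. The other lists were markers of cell types other than microglia and mitochondrial genes. Of the lists made from genes the study names, that of genes not induced in BV2 cells was chosen by its authors by comparison with BV2 cells, so that its counts are not independent evidence, and that of transcription factors by induction in primary microglia.

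The genes named are, in each comparison, the 8 largest rises and the 8 largest falls among called genes with a mean of at least 1 CPM and no overlap between replicates, Kdm6a and Kdm6b, up to 4 members with the smallest adjusted p of each list described and up to 2 in the other direction, and genes that the study names. For the interaction the first part took up to 5 in each direction without the overlap condition. Genes outside this rule are said to be so. Where all libraries of a group had 0 counts, a fold is a lower bound against a floor of 3 counts over the group. Where a group had 1 to 3 counts, the ratio of pooled counts per library total is given with its 95% exact conditional binomial interval. Intervals and floors cover counting error only.

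The procedure was tested on simulated counts with the fitted dispersions and 200 changed genes. For LPS 4 h vs control, edgeR called 17% of genes set to change 2-fold and 84% of those set to change 4-fold. For LPS + GSK-J4 vs LPS 4 h it called 19% and 82%. In both, 7 of 108 edgeR calls were false. DESeq2 made 15 false calls of 128 and 20 of 133, and limma-voom 6 of 93 and 7 of 109. The limit on false calls in this test was first set for every tool, DESeq2 exceeded it, and it was then applied to edgeR alone.

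The alternatives of that first set were RLE scaling, library size only, no filter, a mean CPM of at least 1, the replicate number as a block, limma-voom, DESeq2, the study's thresholds (log2 fold change of at least 1.5 and P up to 0.01, unadjusted or adjusted), a stricter adjusted p of 0.01, only the groups compared in the fit, and leaving out each library in turn. Added after the data were seen were a correction for transcript GC content with a smooth curve per library (99.1% of tested rows), counts summed per symbol, the GSK-J4 arms restricted to replicates 1 and 2 or to replicate 3, a term for a library batch, a left-out library of a group not compared, library size only and left-out libraries for the list tests, left-out libraries for the correlations, and some combinations of these. The batch was read from the share of all counts in microRNA precursor rows, with a limit of 0.5% chosen after a first limit of 1% had separated no library. Blocked values stand beside a result only for LPS 2 h vs control and LPS + GSK-J4 vs GSK-J4, the comparisons in which residuals of libraries with equal numbers correlated above 0.1. Where a restriction left 1 library in an arm, that library was assumed to vary like the other groups. A chi-square test of counts between replicates found no library deposited more than once (2.25 to 37.0 per degree of freedom).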

Results

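BV2 cells, an immortalised line of mouse microglia (the resident macrophages of the brain), were profiled by RNA-seq in 5 groups of 3 libraries each. The groups were untreated control cells, cells given LPS for 2 h, cells given LPS for 4 h, cells given GSK-J4 and cells given LPS + GSK-J4. LPS is a component of the outer membrane of Gram-negative bacteria that activates macrophages through Toll-like receptors, and GSK-J4 is a cell-permeable inhibitor of the histone demethylases Kdm6a and Kdm6b, which remove methyl groups from lysine 27 of histone H3. The libraries held between 1434435 counts (control replicate 1) and 3136884 counts (GSK-J4 replicate 1) in transcript rows, and between 9400 and 11077 rows had a count. Values are CPM, the counts scaled to the library total, as mean ± SD of the n = 3 libraries of a group, or log2 fold changes ± SE from the edgeR model of all 15 libraries. Several genes often measured in this response had too few counts for the test. Over all 15 libraries Tnf had 45 counts, Stat1 11, Irf1 43 and Dnmt3l 2, each with 2 or more accessions, as had Gapdh with 45 counts. Ccl8 had 10 counts, Cxcl1 34 and Ifnb1, the gene of interferon beta, 57, each with 1 accession, and Setdb2 had no row. In control, LPS 2 h, LPS 4 h, GSK-J4 and LPS + GSK-J4, Cxcl1 had 0, 31, 1, 0 and 2 counts. Ifnb1 had 0, 33, 10, 2 and 12 in the same order. Neither was tested, and the study lists both as affected only in primary microglia.

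The libraries did not differ by group alone. MicroRNA precursor rows took 0.641 to 0.760% of the counts in replicates 1 and 2 of both GSK-J4 arms and 0.185 to 0.337% in the other 11 libraries. Most of this share was 1 row, Mir6236, named here for its counts and not by the rule. It took 0.615 to 0.741% in those 4 libraries and 0.150 to 0.297% in the others, so the split in microRNA share is that of a single row. The same 4 libraries also had more reads in all, 15836474 to 18894879 against at most 13978655. The row Terc, likewise outside the rule, took 0.00395 to 0.00602% in them and at least 0.00916% in the others. The shares of snoRNA rows and of reads aligned to more than 1 place overlapped. These 4 libraries were treated as a separate library batch. In the GSK-J4 comparisons with control or LPS 4 h, replicates 1 and 2 therefore differed from their reference in batch as well as in treatment, and replicate 3, a single library, gave the value within a batch. For most results of these 2 comparisons, values from replicates 1 and 2 and from replicate 3 are given, in that order. Control replicate 1 had a Spearman correlation across genes of 0.843 and 0.854 with the other controls, which correlated at 0.984 with each other. Markers of other cell types had few counts, which does not show their absence, since counting by accession leaves few counts for genes with several accessions. Among those of neurons, oligodendrocytes, fibroblasts and T cells 0 genes had enough counts for testing, among those of astrocytes 1 (Aldoc) and among those of endothelial cells 2 (including Kdr), which are named for their counts and not by the rule. No row matched the mitochondrially encoded genes.

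**Figure D1:**
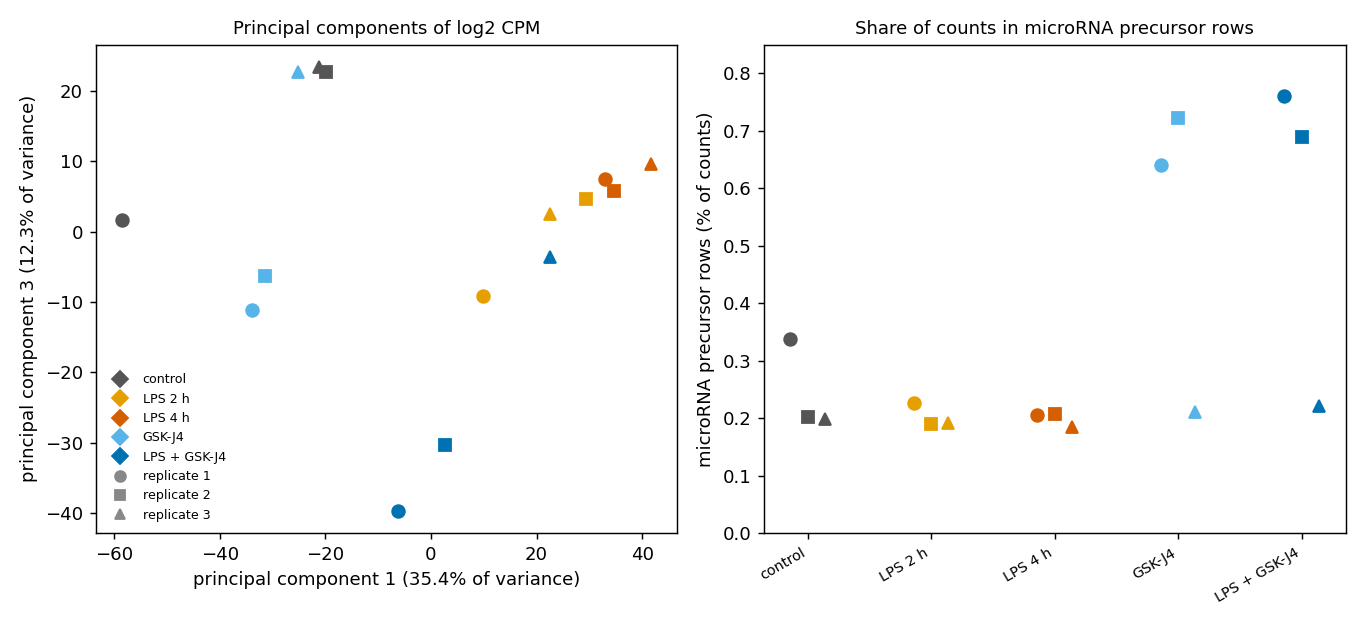
Left, each point is 1 library on principal components 1 and 3 of log2 CPM, which carry 35.4% and 12.3% of the variance, coloured by group and shaped by replicate. Component 2, not drawn, carries 24.7% and was lowest in control replicate 1 (-59.99) and LPS + GSK-J4 replicate 3 (-36.96). Right, each point is 1 library's share of counts in microRNA precursor rows (percent), 0.641 to 0.760% in replicates 1 and 2 of the GSK-J4 arms and 0.185 to 0.337% in the others. Most of this share was the row Mir6236.

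The first comparison asked which transcripts BV2 cells changed within 2 h of LPS. Il1b (NM_008361, chromosome 2, 129364569 to 129371164), which encodes the cytokine interleukin-1 beta, rose from 2.55 ± 1.07 CPM in control to 1475 ± 31.6 CPM (log2 fold change 9.07 ± 0.29, adjusted p = 1.97e-11). Il1a, its relative, rose by 8.59 ± 0.49, and the chemokine gene Cxcl10, which attracts T cells, rose by 8.04 ± 0.74 on the log2 scale. Acod1, whose enzyme makes itaconate, rose from 15.8 ± 6.07 to 1312 ± 106 CPM, and the acute-phase gene Saa3 from 10.2 ± 3.41 to 440 ± 49.0 CPM. Rgs2, a regulator of G protein signalling, fell from 275 ± 18.4 to 36.7 ± 3.92 CPM (log2 fold change -2.90 ± 0.20, adjusted p = 1.85e-07).

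Of 12 measured proinflammatory cytokine genes, 8 rose at 2 h, 0 fell and 4 did not pass (9 rose adjusted over the list alone, median log2 fold change 4.49, or 2.89 with genes near zero counts at their bound; list test adjusted p = 2.03e-17). Il6 was at least 117-fold higher and Csf3, a granulocyte growth factor, at least 35.7-fold higher than in control. Chemokine genes rose in 9 of 14 cases (10 adjusted over the list alone, median 2.38, adjusted p = 3.47e-14). Cxcl2, a neutrophil attractant (NM_009140, chromosome 5, 90903899 to 90905938), stood at 233 ± 47.1 CPM against 0.125 ± 0.216 CPM, a ratio of 1503 with a counting interval of 269 to 59380. Ccl2, a monocyte attractant (NM_011333, chromosome 11, 82035577 to 82037452), rose by 2.70 ± 0.22 and Ccl4 by 2.85 ± 0.29. Ccl5 stood at 4.44 ± 1.35 and did not pass (adjusted p = 0.0871).

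NF-kB family and inhibitor genes rose in 7 of 10 cases (8 adjusted over the list alone, median 1.76, adjusted p = 5.29e-12), among them Nfkbia, which holds NF-kB in the cytoplasm (57.3 ± 16.9 to 367 ± 61.8 CPM), Nfkbie (4.42 ± 0.41) and Rel (3.24 ± 0.36). Feedback inhibitors of Toll-like receptor signalling went both ways, with 8 of 15 genes up and 2 down (10 and 2 adjusted over the list alone, median 1.76, adjusted p = 5.45e-08). Socs3, which restrains cytokine receptors, rose by 4.32 ± 0.46, the RNase gene Zc3h12a by 3.42 ± 0.32, and the phosphatase gene Dusp6 fell by 1.88 on the log2 scale. Inflammatory enzymes and effectors rose in 13 of 23 cases (18 adjusted over the list alone, median 2.15, adjusted p = 3.12e-26), with Serpine1, an inhibitor of plasminogen activators, at 459 ± 112 CPM against 6.13 ± 1.89 CPM, and Nos2, the inducible nitric oxide synthase, at least 59.9-fold higher. Surface activation and adhesion genes rose in 8 of 13 cases (11 adjusted over the list alone, median 2.85, adjusted p = 4.80e-18), including Icam1 (2.64 ± 0.26), Clec4e (3.94 ± 0.40) and Trem1 (3.36 ± 0.37).

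Of 44 measured interferon response genes, 4 rose at 2 h and 40 did not pass (12 rose adjusted over the list alone, median 1.16, or 1.12 with bounds; list test adjusted p = 6.61e-08, and adjusted p = 0.507 with an estimated correlation). Slfn2, of a multigene family, rose by 2.92 ± 0.31 and Ifit1, which binds viral RNA, by 4.08 ± 1.08, whereas Ifit3 stood at 3.56 (adjusted p = 0.167) and Stat2, a transducer of interferon signals, at 0.86 (adjusted p = 0.572). Among chromatin enzymes, Kdm4a, a demethylase of histone H3 lysine 9 and 36 (NM_001161823, chromosome 4, 118136957 to 118180090), rose from 11.8 ± 0.894 to 90.2 ± 7.45 CPM. Kdm6b (NM_001017426, chromosome 11, 69398508 to 69420367) rose from 2.13 ± 1.75 to 11.1 ± 2.90 CPM (log2 fold change 2.63 ± 0.49, adjusted p = 0.00354), and Kdm6a (NM_009483, chromosome X, 18160862 to 18279936) stood at 0.30 ± 0.34 (adjusted p = 0.747). Tet2, a DNA demethylase, rose by 1.74 ± 0.35. Further falls included Gpr183, a receptor for oxysterols (-3.52 ± 0.47), the cannabinoid receptor gene Cnr2 (-3.34 ± 0.58), and Irf8 (-1.15 ± 0.20) and Mafb (-2.03 ± 0.49), transcription factors of the macrophage lineage.

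Of 7550 genes tested, 340 were called at 2 h, 239 higher and 101 lower, and 225 of the higher and 86 of the lower changed at least 2-fold. The count was 214 without LPS 2 h replicate 2 and 213 without LPS 2 h replicate 3. With the replicate number as a block and only these groups in the fit it was 551.

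The second comparison asked what had changed after 4 h of LPS. Il1b stood at 1110 ± 74.8 CPM (log2 fold change 8.66 ± 0.29, adjusted p = 3.35e-11), while Ifit1 reached 697 ± 138 CPM from 4.27 CPM in control and Ifit3 333 ± 49.1 CPM from 0.996 ± 0.863 CPM. Cxcl10 stood at 795 ± 43.3 CPM, Acod1 at 2636 ± 90.8 CPM and Saa3 at 932 ± 17.4 CPM, each above every control library. Cxcr4, a chemokine receptor gene, fell from 57.0 ± 24.9 to 4.18 ± 0.478 CPM (log2 fold change -3.74 ± 0.46, adjusted p = 8.53e-05).

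Interferon response genes rose in 37 of 44 cases (41 adjusted over the list alone, median 3.83, list test adjusted p = 4.31e-34). This call was not kept when the correlation was taken from the data (adjusted p = 0.0982 with an estimated correlation). Besides the Ifit genes the risen members included Parp14 (4.53 ± 0.67) and the GTPase gene Irgm1 (3.92 ± 0.55), and Gbp5, also of a multigene family, was at least 133-fold higher. Stat2 rose from 5.37 ± 2.15 to 75.0 ± 11.5 CPM, Ccl5 by 5.23 ± 1.36 and Tlr3, a receptor for double-stranded RNA, by 3.72 on the log2 scale. Cytokine genes rose in 9 of 12 cases (9 adjusted over the list alone, median 4.72, or 2.98 with bounds, adjusted p = 5.40e-16), with Il6 at least 293-fold higher, and chemokine genes in 10 of 14 (10 adjusted over the list alone, median 3.13, adjusted p = 7.36e-15), with Ccl7 up by 4.45 ± 0.33 and Ccl2 by 3.06 ± 0.22. Inflammatory enzymes and effectors rose in 17 of 23 cases (21 adjusted over the list alone, median 2.28, adjusted p = 3.16e-26), including Ptgs2, which makes prostaglandins (5.35 ± 0.38), and Lcn2, which binds bacterial siderophores (5.54 ± 0.43). Surface genes rose in 10 of 13 (11 adjusted over the list alone, median 3.28, or 2.64 with bounds, adjusted p = 2.53e-15). Feedback inhibitors rose in 9 of 15 (14 adjusted over the list alone, median 2.22, adjusted p = 2.90e-11) and NF-kB genes in 5 of 10 (7 adjusted over the list alone, median 1.79, adjusted p = 1.79e-06).

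DNA replication genes went down at 4 h: 8 of 21 fell, 0 rose and 13 did not pass (12 fell adjusted over the list alone, median -0.65, adjusted p = 1.86e-07). Mcm7, part of the replicative helicase, fell from 204 ± 17.1 to 127 ± 6.41 CPM, Ccne1 from 46.7 ± 8.43 to 23.3 ± 1.5 CPM, and Cdt1 by 0.98 and Chaf1b by 1.22 on the log2 scale. Antigen processing and presentation genes passed as a list (2 of 15 rose, 3 adjusted over the list alone, median 0.55, adjusted p = 0.00196, and adjusted p = 0.447 with an estimated correlation), the risen members being Nlrc5, an activator of class I genes (1.41 ± 0.33), and the peptide transporter gene Tap2 (1.41 ± 0.35). Of 12 measured genes that the study lists as induced in primary microglia and not in BV2 cells, 4 rose and 8 did not pass (6 rose adjusted over the list alone, median 0.82, adjusted p = 1.94e-05), against 2 up and 1 down at 2 h (2 and 1 adjusted over the list alone, adjusted p = 0.368). Of 12 transcription factor genes that the study lists as induced in primary microglia, 7 rose at 4 h (8 adjusted over the list alone, adjusted p = 7.04e-09) and 6 rose and 1 fell at 2 h (7 and 1 adjusted over the list alone, adjusted p = 4.10e-06). The study chose the first list by comparison with LPS-treated BV2 cells, so its counts are not independent evidence, and the second by induction in primary microglia. The first choice was for genes not induced in BV2 cells, which works against rises here. Among its members, Il23a was at least 3.74-fold and Il27 at least 10.6-fold higher than in control at 4 h, each from 0 counts. Calls here had no fold minimum, unlike those of the study. Kdm4a stood at 49.1 ± 1.83 CPM (log2 fold change 2.04 ± 0.21, adjusted p = 1.02e-05), Kdm6b at 1.47 ± 0.54 (adjusted p = 0.122), Kdm6a at 0.32 (adjusted p = 0.647), Irf2 at 0.48 (adjusted p = 0.371) and Hmox1, which degrades heme, at 0.89 (adjusted p = 0.654).

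At 4 h 545 genes were called, 408 higher and 137 lower, of which 369 and 109 changed at least 2-fold. Scaling by library size alone moved the median of all genes by -0.10 here, by -0.11 in LPS + GSK-J4 vs LPS 4 h and by -0.14 in LPS + GSK-J4 vs GSK-J4, 0 called genes changed sign under it, and it called 351 higher and 258 lower, so that directions are relative to TMM scaling. Without LPS 4 h replicate 3 the count was 334.

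**Figure D2:**
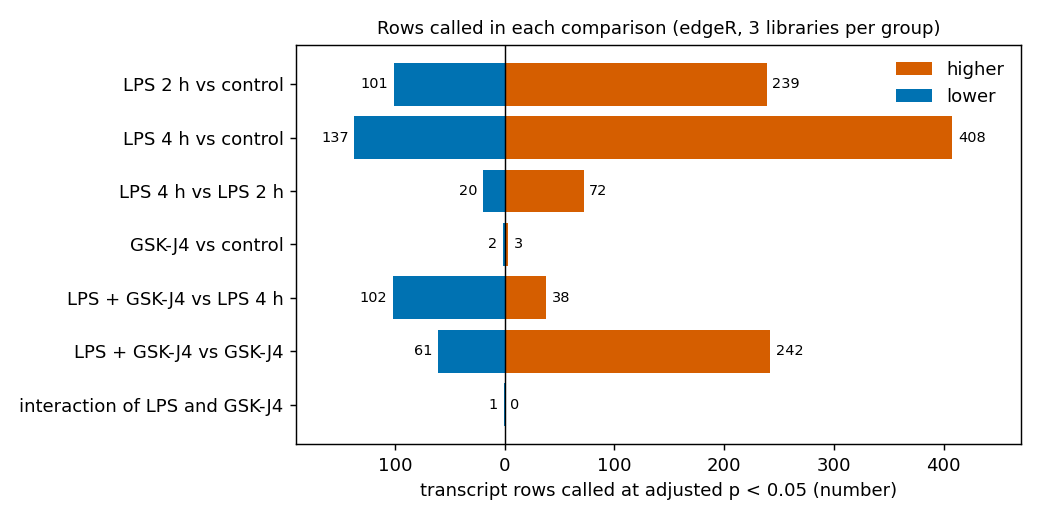
Bars give the number of genes called higher (to the right of 0) and lower (to the left) in each comparison at an adjusted p below 0.05. LPS 4 h vs control had the most, 408 higher and 137 lower, GSK-J4 vs control had 3 and 2, and the interaction had 1 lower.

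The third comparison set 4 h of LPS against 2 h to separate early from late changes. Tnfsf10, which encodes the death ligand TRAIL, rose from 4.42 ± 0.510 to 42.4 ± 4.60 CPM (log2 fold change 3.24 ± 0.32, adjusted p = 8.18e-05) and Dusp6 from 9.79 ± 2.61 to 65.0 ± 3.49 CPM, above its control level of 36.2 ± 6.17 CPM. Serpine1 fell from 459 ± 112 to 66.5 ± 4.68 CPM and Maff, a small Maf transcription factor, from 41.2 ± 12.1 to 10.4 ± 1.4 CPM. Irf8 rose from 22.6 ± 1.98 to 65.0 ± 4.76 CPM, beside 50.4 ± 8.93 CPM in control.

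Interferon response genes rose in 10 of 44 cases between 2 h and 4 h (39 adjusted over the list alone, median 2.42, list test adjusted p = 4.34e-43, and adjusted p = 0.0614 with an estimated correlation). Ifit3 rose by 4.50 ± 0.91, Ifit2 by 4.21 ± 0.97 and the multigene-family members Igtp by 3.38 ± 0.60 and Slfn4 by 3.83 ± 0.52. Stat2 rose by 2.88 ± 0.52 on the log2 scale. NF-kB genes went the other way, with 1 of 10 called lower, Nfkbie (34.8 ± 3.98 to 9.48 ± 1.5 CPM), and 3 lower adjusted over the list alone (median -0.56, adjusted p = 0.000371, and adjusted p = 0.0614 with an estimated correlation). Of the chemokines Ccl12 rose by 1.91 ± 0.30 and Ccl7 by 1.59 ± 0.28 (2 of 14, with 3 up and 1 down adjusted over the list alone, list median 0.63, adjusted p = 0.00483, and adjusted p = 0.180 with an estimated correlation). DNA replication genes were lower as a list with 0 of 21 called (0 adjusted over the list alone, median -0.35, adjusted p = 3.52e-06; 2 h vs control, 0 of 21, median -0.21, adjusted p = 0.00865, and adjusted p = 0.0671 with an estimated correlation). Kdm4a fell by 0.88 on the log2 scale (adjusted p = 0.0305), whereas Il1b stood at -0.41 (adjusted p = 0.603), Kdm6b at -1.16 (adjusted p = 0.301) and Irf2 at 1.09 (adjusted p = 0.0921).

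In this comparison 92 genes were called, 72 higher and 20 lower, and 57 and 27 under scaling by library size alone. Every library of the groups compared mattered to this count, which was 35, 19 and 16 without LPS 2 h replicates 1, 2 and 3 and 32, 30 and 28 without LPS 4 h replicates 1, 2 and 3. Without control replicate 1 or LPS + GSK-J4 replicate 3, which share the estimate of the spread, it was 150 and 194, and with only these groups in the fit 255.

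**Figure D3:**
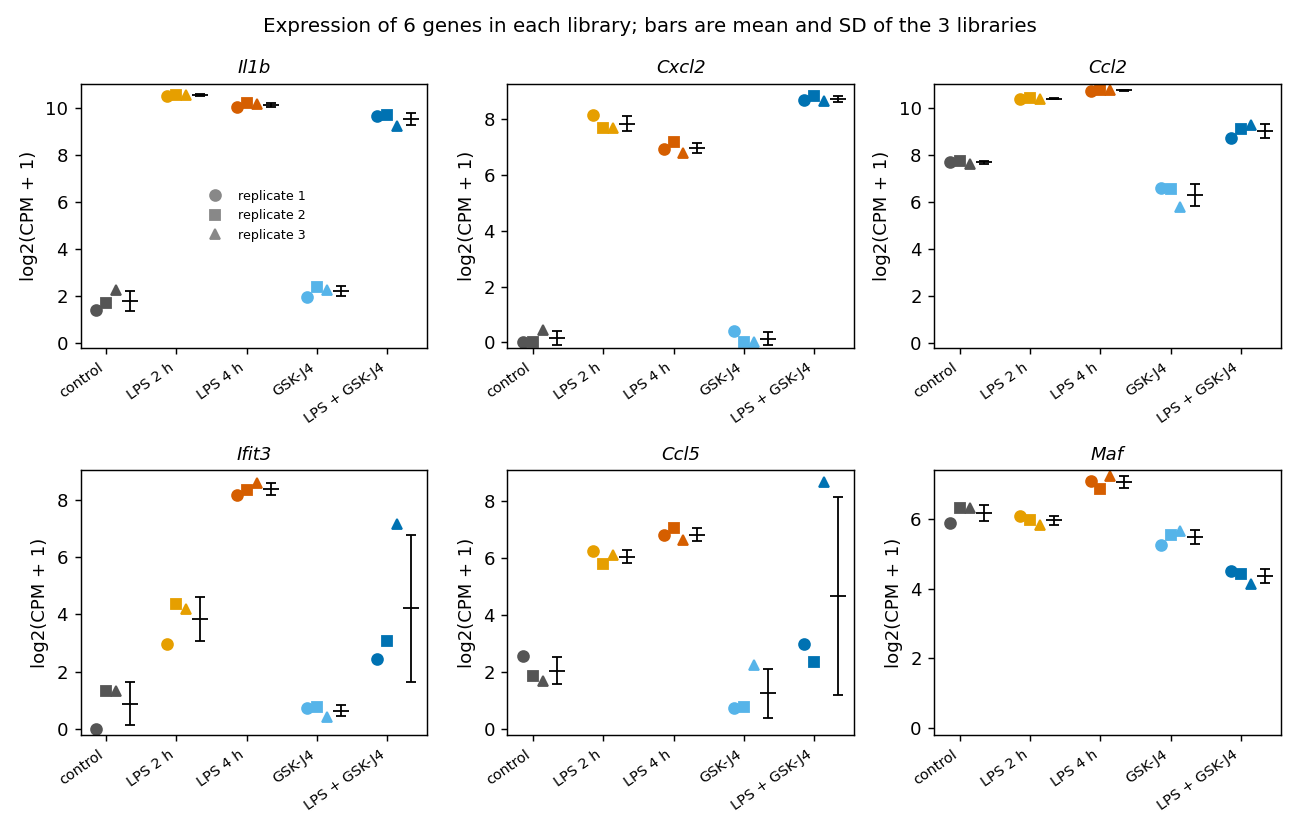
Each point is 1 library (circle, square and triangle for replicates 1, 2 and 3) and each bar the mean and SD of 3 libraries, on a vertical axis of log2(CPM + 1), for Il1b, Cxcl2, Ccl2, Ifit3, Ccl5 and Maf. In LPS + GSK-J4, Ifit3 and Ccl5 were far higher in replicate 3 (141 and 407 CPM) than in replicates 1 and 2, whereas Cxcl2 (424 ± 29.4 CPM) varied little.

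The fourth comparison asked what GSK-J4 did to unstimulated cells. The transcripts of its targets did not pass, with Kdm6a at 89.0 ± 14.6 CPM against 64.1 ± 30.6 CPM in control (adjusted p = 0.739) and Kdm6b at 3.37 ± 0.762 against 2.13 ± 1.75 CPM (adjusted p = 0.659). Called were 5 genes, 3 higher and 2 lower, each with an adjusted p of 0.0269 and a change of at least 2-fold. Nr4a1, an immediate early gene of a nuclear receptor (NM_010444, chromosome 15, 101253902 to 101274795), rose from 3.18 ± 2.30 to 18.3 ± 8.31 CPM, Cytip, a regulator of cell adhesion, from 38.5 ± 1.32 to 121 ± 33 CPM, and the phosphodiesterase gene Pde3b from 14 ± 3.16 to 40.8 ± 2.97 CPM. Ccl2 fell from 204.5 ± 9.87 to 79.9 ± 22.9 CPM and Plau, the urokinase gene, from 220 ± 23.6 to 102 ± 12.1 CPM.

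These 5 had equal signs within and across batches, which their call on all replicates together favours, so this is not separate evidence. Log2 fold changes from replicates 1 and 2 and from replicate 3 were 2.31 and 3.33 for Nr4a1, 1.42 and 2.04 for Cytip, 1.48 and 1.65 for Pde3b, -1.12 and -1.94 for Ccl2, and -1.06 and -1.18 for Plau. Chemokine genes were lower as a list with Ccl2 alone called among 14 (6 lower adjusted over the list alone, median -0.88, adjusted p = 4.66e-06; medians -0.76 from replicates 1 and 2 and -1.16 from replicate 3), and Ccl4 stood at -1.59 ± 0.29 (adjusted p = 0.0641). As list medians of log2 CPM from the control mean, GSK-J4 replicates 1, 2 and 3 stood at -0.77, -0.61 and -0.24, so there replicate 3 fell least. Interferon response genes were lower as a list with 0 of 44 called (1 lower adjusted over the list alone, median -0.87, adjusted p = 3.46e-07; medians -1.06 and -0.56), a call lost with the other correlation (adjusted p = 0.524 with an estimated correlation). With a term for the library batch the test of this list turned direction and did not pass (camera adjusted p = 0.115). That term was estimated within the GSK-J4 arms alone, so the GSK-J4 effect then rests mainly on replicate 3 of those arms by construction. Pan-macrophage markers, with 0 of 14 called (2 lower adjusted over the list alone), had a median of -0.62 (adjusted p = 1.55e-05, and adjusted p = 0.195 with an estimated correlation; medians -0.80 and -0.28). Control replicate 1 stood apart in this list, with a median of 0.43 from the control mean against -0.23 and -0.19 in control replicates 2 and 3 and -0.23 in GSK-J4 replicate 3, and without it the list test gave an adjusted p of 0.00269. The list of H3K27 demethylases and of the PRC2 complex that opposes them had 0 of 8 genes called (0 adjusted over the list alone, median 0.13, adjusted p = 0.371).

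An unadjusted p below 0.05 was reached by 623 genes. The count of 5 was 8 without control replicate 1, 3 without GSK-J4 replicate 1, and 0 in edgeR without control replicate 2, control replicate 3, GSK-J4 replicate 2 or GSK-J4 replicate 3, and likewise without LPS 2 h replicate 3 or any 1 of the LPS 4 h replicates and 15 without LPS + GSK-J4 replicate 3 (libraries of other groups that share the estimate of the spread), against 5 in limma-voom and 19 in DESeq2 with all libraries. Scaling by library size alone called 2 higher and 5 lower, replicates 1 and 2 alone gave 142 genes, 41 higher and 101 lower, and replicate 3 alone gave 9, 8 higher and 1 lower.

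The fifth comparison asked how GSK-J4 altered the state of cells after 4 h of LPS. Among chemokine genes, Ccl2 fell from 1710 ± 35.9 to 525 ± 106 CPM (log2 fold change -1.70 ± 0.21, adjusted p = 0.000773), Ccl7 from 290 ± 34.3 to 53.8 ± 9.89 CPM and Ccl12 from 48.5 ± 7.99 to 6.12 ± 2.24 CPM. Cxcl2 went the other way, from 125 ± 17.2 to 424 ± 29.4 CPM (log2 fold change 1.76 ± 0.24, adjusted p = 0.00234). Il1b stood at 737 ± 130 against 1110 ± 74.8 CPM and did not pass (-0.59, adjusted p = 0.145), whereas Il1a fell by 1.35 and Il6 by 1.89 on the log2 scale. The values from replicates 1 and 2 and from replicate 3 were -1.84 and -1.45 for Ccl2, -2.36 and -2.56 for Ccl7, -3.31 and -2.50 for Ccl12, 1.80 and 1.68 for Cxcl2, -1.34 and -1.36 for Il1a, and -2.66 and -0.97 for Il6.

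Of 14 chemokine genes, 4 fell, 1 rose and 9 did not pass (6 and 1 adjusted over the list alone, median -0.35, adjusted p = 0.000141, and adjusted p = 0.0679 with an estimated correlation; medians -1.38 from replicates 1 and 2 and -0.33 from replicate 3). Of 12 cytokine genes, 4 fell and 1, Tnfsf9, rose (5 and 1 adjusted over the list alone, median -0.89, adjusted p = 0.000596; medians -0.90 and -0.94), with Tnfsf10 at -2.51 ± 0.30 (-2.85 and -1.91) and Il18 at -1.95 ± 0.33 (-2.02 and -1.79). Of 17 Toll-like receptor signalling components, 2 fell (8 adjusted over the list alone, median -0.65, adjusted p = 4.94e-05; medians -0.65 and -0.44), among them Tlr3 from 64.2 ± 18.4 to 5.13 ± 5.32 CPM (-4.85 and -2.51). Of 14 pan-macrophage markers 1 fell, Fcgr1, a receptor for antibodies (310 ± 5.41 to 106 ± 9.15 CPM), with 2 adjusted over the list alone (median -0.43, adjusted p = 0.000527, and adjusted p = 0.283 with an estimated correlation), and the list medians were -0.75 from replicates 1 and 2 and 0.06 from replicate 3. Of 16 homeostatic microglia markers 2 fell, P2ry6 (72.9 ± 5.44 to 14.1 ± 8.12 CPM) and Cx3cr1 (14.5 ± 3.43 to 3.29 ± 0.175 CPM), with 3 adjusted over the list alone (median -0.25, adjusted p = 0.0267, and adjusted p = 0.446 with an estimated correlation), and the list medians were -0.46 and -0.04. Irf8 fell from 65.0 ± 4.76 to 29.2 ± 3.57 CPM. The values from replicates 1 and 2 and from replicate 3 were -1.48 and -1.70 for Fcgr1, -1.07 and -1.34 for Irf8, -2.95 and -1.63 for P2ry6, and -2.12 and -2.16 for Cx3cr1. Of the 12 measured genes that the study lists as not induced in BV2 cells, 2 fell (6 adjusted over the list alone, median -0.98, adjusted p = 2.42e-06; medians -1.19 and -0.73), a list the study chose by comparison with BV2 cells and not independent evidence.

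Interferon response genes fell in 10 of 44 cases and rose in 0 (34 fell adjusted over the list alone, median -2.06, adjusted p = 1.65e-34), and this call was lost with the other correlation (adjusted p = 0.0982 with an estimated correlation). The libraries were split: the median was -4.00 from replicates 1 and 2, with 41 of 44 called lower, and -0.60 from replicate 3, with 0 called. Ifit3 stood at 4.37, 7.31 and 141 CPM in replicates 1, 2 and 3 of LPS + GSK-J4 against 333 ± 49.1 CPM in LPS 4 h, Isg15 at 15.3, 14.6 and 345 against 278 ± 22.2 CPM, and Cxcl10 at 93.9, 99.5 and 456 against 795 ± 43.3 CPM. Ifit3 (adjusted p = 0.119), Stat2 (-1.82, adjusted p = 0.0801) and Cxcl10 (-1.88, adjusted p = 0.0681) did not pass. Ccl5 was 6.99, 4.13 and 407 against 114 ± 17.2 CPM, and its sign turned from -4.38 in replicates 1 and 2 to 1.84 in replicate 3. Members called lower included Ddx58, a sensor of viral RNA (-3.73 ± 0.78, with -5.23 from replicates 1 and 2 and -2.28 from replicate 3), the multigene-family member Slfn4 (-3.33 ± 0.51, with -3.74 and -2.60), and Mx1 at a ratio of 0.0543 with a counting interval of 0.0109 to 0.168 (model values -7.25 and -2.20 in the replicate sets, the latter with an adjusted p of 0.249).

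Genes that rose with GSK-J4 in LPS-treated cells included Gdf15, a stress-induced hormone (1.11 ± 0.303 to 12.4 ± 2.72 CPM), Nr4a1 (4.83 ± 0.269 to 25.5 ± 5.65 CPM) and Maff (10.4 ± 1.4 to 44.9 ± 5.55 CPM). The values from replicates 1 and 2 and from replicate 3 were 3.2 and 3.71 for Gdf15, 2.31 and 2.51 for Nr4a1, and 2.02 and 2.25 for Maff. Targets of ATF4, a transcription factor of the integrated stress response, rose in 3 of 25 cases (12 adjusted over the list alone, median 0.66, adjusted p = 1.26e-09; medians 0.50 and 1.17), the other 2 being Stc2 (1.47 ± 0.32, with 1.33 and 1.73) and Ppp1r15a (1.21 ± 0.29, with 0.91 and 1.69). Kdm6a stood at -0.11 (adjusted p = 0.907), Kdm6b at 0.42 (adjusted p = 0.702) and Kdm4a at 0.34 (adjusted p = 0.429).

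The comparison called 140 genes, 38 higher and 102 lower (35 and 94 at least 2-fold). With a term for the library batch the balance turned, with 53 higher and 36 lower. By construction this term leaves the GSK-J4 effect to rest mainly on replicate 3 of the GSK-J4 arms. The count was 24, 48 and 462 without LPS + GSK-J4 replicates 1, 2 and 3 and 47, 37 and 35 without LPS 4 h replicates 1, 2 and 3. Without libraries of the other groups it was 277 (control replicate 1), 92 (control replicate 3), 65 (LPS 2 h replicate 3), 91 (GSK-J4 replicate 1) and 89 (GSK-J4 replicate 2). Replicates 1 and 2 alone gave 686 genes, 236 higher and 450 lower, and replicate 3 alone gave 42, 35 higher and 7 lower.

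To ask whether GSK-J4 lowered the early LPS response, the 225 genes that rose at least 2-fold at LPS 2 h, a choice that used neither group compared here, were followed in LPS + GSK-J4 vs LPS 4 h. The set held only 4 members of the interferon list, so it does not bear on genes that rose later. Of the 225 genes 17 fell, 8 rose and 200 did not pass, with a median of -0.26 (camera p = 1.07e-05, and p = 0.0884 with an estimated correlation). Those that fell included Il1a, Il6, Ccl2, Ccl7, Ccl9, Ccl12 and Cd69, a marker of leukocyte activation, and those that rose included Cxcl2, Maff, Nr4a1, Tnfsf9, Gadd45a and Dusp8. The median was -0.43 from replicates 1 and 2, with 55 lower and 11 higher, and -0.05 from replicate 3, with 2 lower and 5 higher, over these same 225 genes. The 17 became 10 without LPS 2 h replicate 3, 8, 7 and 7 without LPS 4 h replicates 1, 2 and 3, and 5, 7 and 77 without LPS + GSK-J4 replicates 1, 2 and 3.

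**Figure D4:**
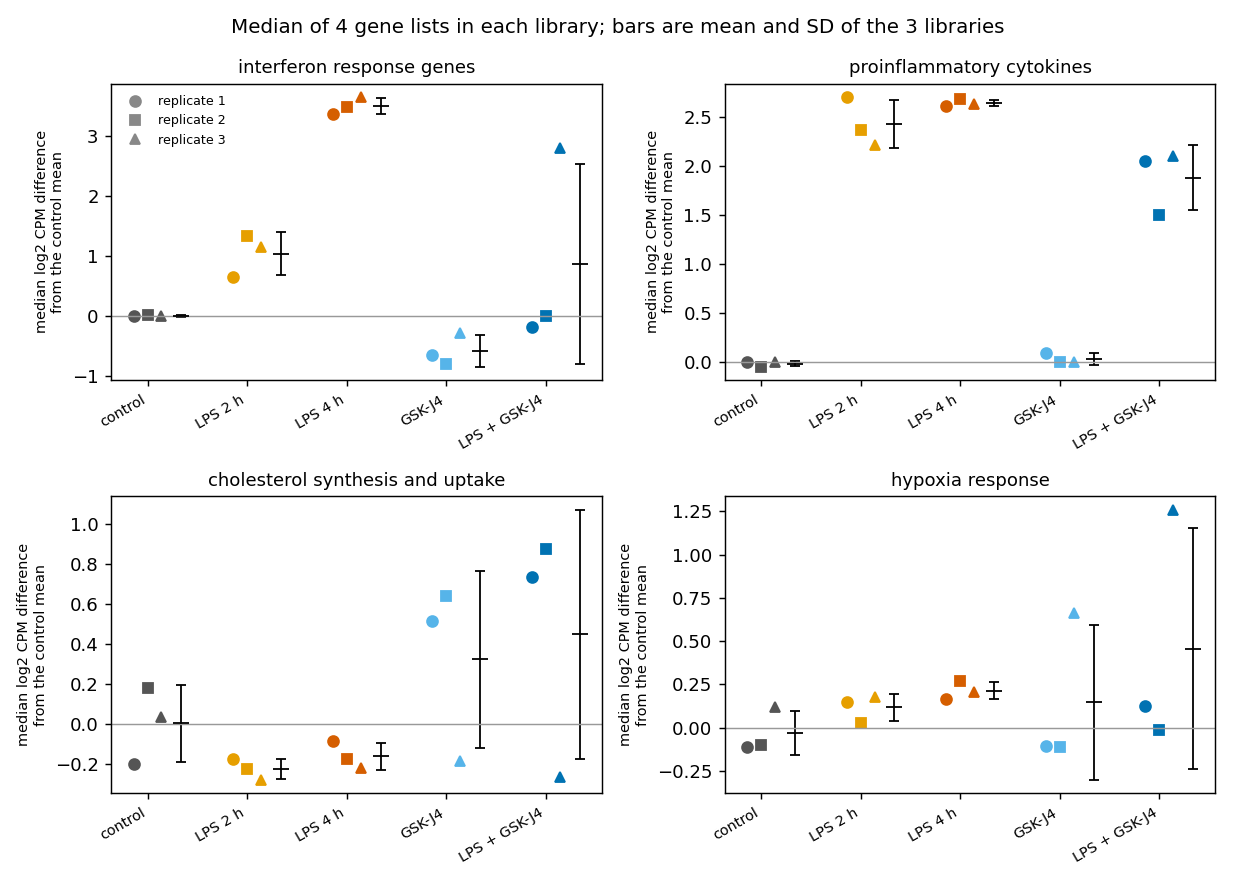
Each point is 1 library's median over the members of a gene list of the log2 CPM difference from the control mean (circle, square and triangle for replicates 1, 2 and 3, bars for mean and SD), for interferon response, proinflammatory cytokines, cholesterol synthesis and hypoxia response. In LPS + GSK-J4, replicate 3 stood apart from replicates 1 and 2 in the interferon, cholesterol and hypoxia lists whereas in the cytokine list replicates 1 and 3 lay close (2.05 and 2.10) and replicate 2 lower (1.497), with a hypoxia median of 1.26 against at most 0.27 in the libraries without GSK-J4.

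The sixth comparison asked whether LPS still acted in the presence of GSK-J4. Il1b rose from 3.63 ± 0.665 to 737 ± 130 CPM (log2 fold change 7.65 ± 0.27, adjusted p = 7.79e-11), Saa3 from 5.77 ± 0.981 to 707 ± 74.9 CPM and Ptgs2 from 20.9 ± 8.03 to 930 ± 207 CPM. Cxcl2 had a ratio of 3804 with a counting interval of 682 to 150300. Kdm4a rose from 11.2 ± 2.60 to 62.2 ± 5.10 CPM, whereas Kdm6a (-0.24, adjusted p = 0.910) and Kdm6b (0.97, adjusted p = 0.363) did not pass. Thbd, the thrombomodulin gene, fell from 17.3 ± 5.90 to 1.79 ± 0.739 CPM, Mertk, a receptor for apoptotic cells, from 9.85 ± 3.37 to 2.54 ± 0.576 CPM, and Cxcr4 and Gpr183 by 2.58 and 2.86 on the log2 scale.

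Each of these replicate sets lay within a batch here. Cytokine genes rose in 8 of 12 cases (9 adjusted over the list alone, median 2.67, or 1.73 with bounds, adjusted p = 8.91e-19; medians 2.62 from replicates 1 and 2 and 2.74 from replicate 3). Chemokine genes rose in 9 of 14 (9 adjusted over the list alone, median 2.95, adjusted p = 2.12e-20; medians 2.62 and 3.75), with Ccl4 up by 4.45 ± 0.32 and Ccl2 by 2.71 ± 0.22. Inflammatory enzymes rose in 19 of 23 and fell in 1 (19 and 1 adjusted over the list alone, median 2.56, adjusted p = 1.65e-34; medians 2.16 and 2.63), with Acod1 up by 7.96 ± 0.42 and Thbs1, which makes the adhesive protein thrombospondin, down by 2.33 on the log2 scale. NF-kB genes rose in 4 of 10 (8 adjusted over the list alone, median 1.53, adjusted p = 1.26e-09; medians 1.18 and 1.97). Interferon response genes rose in 18 of 44 (32 adjusted over the list alone, median 3.21, or 2.61 with bounds, adjusted p = 9.19e-19, and adjusted p = 0.226 with an estimated correlation), with 11 called and a median of 1.24 in replicates 1 and 2 against 27 called and a median of 3.72 in replicate 3. Isg15 stood at 2.43 and 6.27 and Ifit3 at 3.04 and 8.49 in those sets, whereas Il1b stood at 7.80 and 7.27 and Cxcl10 at 8.78 and 8.73. DNA replication genes did not pass as a list (median -0.16, adjusted p = 0.137).

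This comparison called 303 genes, 242 higher and 61 lower (224 and 45 at least 2-fold), and scaling by library size alone gave 189 and 86. The count was 191 without GSK-J4 replicate 1 and 181 without GSK-J4 replicate 2, and 195 from replicates 1 and 2 alone against 212 from replicate 3 alone. With the replicate number as a block and only these groups in the fit it was 623.

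The interaction asked whether the LPS effect itself differed with GSK-J4. Maf, a transcription factor of macrophages (NM_001025577, chromosome 8, 115703253 to 115706894), was the 1 gene called (difference -2.05 ± 0.29, adjusted p = 0.0207, with -1.86 from replicates 1 and 2 and -2.47 from replicate 3). Without GSK-J4 it rose from 72.3 ± 11.6 CPM in control to 135 ± 16.6 CPM at LPS 4 h, and with GSK-J4 it fell from 44.2 ± 6.16 to 19.7 ± 2.78 CPM. Several lists had a smaller LPS effect with GSK-J4, with 0 members called in each. The cytokine list had a median of -1.10 (2 lower adjusted over the list alone, adjusted p = 0.000306; medians -0.90 and -1.26) and the study's list of genes not induced in BV2 cells, chosen on control and LPS-treated cells and not on the GSK-J4 arms, -1.08 (2 lower adjusted over the list alone, adjusted p = 1.51e-05; medians -1.18 and -0.97). The interferon list had -1.02 (1 lower adjusted over the list alone, adjusted p = 1.41e-14, and adjusted p = 0.301 with an estimated correlation), with medians of -2.56 from replicates 1 and 2 and 0.11 from replicate 3. Toll-like receptor signalling components had -0.44 (1 lower adjusted over the list alone, adjusted p = 0.0290, and adjusted p = 0.195 with an estimated correlation), with medians of -0.51 from replicates 1 and 2 and -0.08 from replicate 3. DNA replication genes had a median of 0.52, the fall at LPS 4 h being smaller with GSK-J4 (0 called and 0 adjusted over the list alone, adjusted p = 1.43e-05; medians 0.51 and 0.47). Kdm6a stood at -0.56 (adjusted p = 0.784) and Kdm6b at -0.50 (adjusted p = 0.855).

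An unadjusted p below 0.05 was reached by 464 genes, and DESeq2 called 9 and limma-voom 1. The count was 46 without LPS + GSK-J4 replicate 3, 2 without control replicate 3 or GSK-J4 replicate 3, and 0 in edgeR without control replicate 2, LPS 2 h replicates 2 or 3, LPS 4 h replicates 1 or 3, GSK-J4 replicate 2, or LPS + GSK-J4 replicates 1 or 2. Replicates 1 and 2 of the GSK-J4 arms alone gave 27 genes, 1 higher and 26 lower, and replicate 3 alone gave 2.

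Across genes, which are not independent replicates, the LPS effects at 2 h and 4 h correlated with Pearson's r = 0.83 and Spearman's rho = 0.76, and 191 genes were higher and 38 lower at both times, against 12.9 and 1.83 from the counts alone. Both effects share the control libraries, and simulated unchanged groups with a shared control gave r = 0.49 in 1 draw, with a covariance of 0.0712 against 0.630. The LPS effects with and without GSK-J4, which share no library, correlated at r = 0.73 and rho = 0.31 (r = 0.63 from replicates 1 and 2 and 0.61 from replicate 3), with 196 genes higher in both against 13.1 from the counts alone and 27 lower against 1.11. The GSK-J4 effects with and without LPS correlated at r = 0.32 and rho = 0.21 (r = 0.51 and 0.19), a value with a jackknife SD of 0.320 over libraries that was 0.51 and 0.18 without control replicates 1 and 2 and 0.11 in DESeq2, with Nr4a1 higher and Ccl2 and Plau lower in both. In replicates 1 and 2 both effects also hold the batch difference. Their r of 0.51, and in part that of 0.32, therefore cannot be credited to GSK-J4 alone.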

Values the study reported

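At a log2 fold change of at least 1.5 and P of at most 0.01, the study reported 237 genes changed in BV2 cells after 2 h of LPS and 331 after 4 h. Of these, 205 at 2 h and 299 at 4 h were reported as higher, and 32 as lower at each time.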

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

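The tests on the replicates of the GSK-J4 arms and the GC correction were chosen only after the result was seen. The predictions for control replicate 1 were written before its tests were run. Its pattern came in part from leaving out a library of a group not compared, a setting added after the data were seen. So was the GC correction that its GC test used. The tests on other splits of the libraries were set out beforehand.

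Results were picked out here because an effect differed between groups in a test of the difference itself. Between LPS 4 h and LPS 2 h, 92 genes differed, among them Ifit2 (4.21), Ifit3 (4.50), Stat2 (2.88) and Kdm4a (-0.88 on the log2 scale, higher at 2 h). Between the LPS effects with and without GSK-J4, 1 gene differed, Maf (-2.05).

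In LPS + GSK-J4, replicate 3 stood apart from replicates 1 and 2, with interferon response genes lower in the latter by a median of -2.54 on the log2 scale. In this section ± after a median is its standard error over genes. Genes are not independent replicates, so this error does not measure the spread between libraries, and replicate 3 is a single library. A batch of library preparation is argued against for this part, since in GSK-J4 alone the median was -0.470 ± 0.171 over the 23 list members with at least 10 CPM in control, against -2.21 ± 0.384 in LPS + GSK-J4 (here and below that minimum was added after a first result, with no change of outcome). It is argued against for the hypoxia response genes too, whose median was 1.26 in LPS + GSK-J4 replicate 3 and 0.66 in GSK-J4 replicate 3 but -0.11 to 0.27 in the 9 libraries without GSK-J4, which lie on the same side of the microRNA split as replicate 3. For a swapped label with LPS alone, 69 genes were called between replicate 3 and the LPS 4 h libraries, against 0 in edgeR for each LPS 4 h library set against the others. The latter fits compared fewer libraries and kept replicate 3 in its group, and so in the shared estimate of the spread. The counts therefore had unequal power, and the test cannot decide on a swapped label. GC content is argued against by a median of -2.64 ± 0.284 for the interferon response genes after its correction. The label test kept all 15 libraries with replicate 3 as a group of its own, whose spread was taken from the other groups. Its count therefore differs from that of replicate 3 alone in the report. A candidate explanation that stays open is a culture or dosing that differed between replicates, which could not be tested because the labels give none.

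In replicates 1 and 2 of LPS + GSK-J4, interferon response genes were lower than in LPS 4 h by a median of -4.00 on the log2 scale. The trend with GC content is argued against by -3.92 ± 0.363 after its correction. For a weaker LPS stimulus, 221 LPS-induced genes outside the interferon list had a median of -0.42 ± 0.0821, which argues against an equally large fall of those genes. They were chosen at LPS 2 h, whereas most interferon response genes were called higher only at 4 h. The test therefore cannot decide on a weaker or delayed late response to LPS. Over the 23 members with at least 10 CPM in control, the same replicates gave -1.08 ± 0.293 in GSK-J4 vs control and -3.22 ± 0.437 in LPS + GSK-J4 vs LPS 4 h. The library batch is argued against for the part beyond that seen without LPS, a median difference between the comparisons of -1.82 ± 0.349. For the part seen without LPS the batch and GSK-J4 cannot be told apart, because both replicates lie in a batch with no control or LPS 4 h library. Replicate 3, in the batch of LPS 4 h, gave a median of -0.60 over the list. A loss of interferon signalling under GSK-J4 is an untested hypothesis for replicates 1 and 2 that replicate 3 did not bear out to the same extent. The signalling itself was not measured, and Ifnb1 had 10 counts in LPS 4 h and 12 in LPS + GSK-J4, too few for the test. A culture or dosing that differed between replicates stays open, as above.

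Leaving out control replicate 1 raised the counts of LPS 4 h vs LPS 2 h, GSK-J4 vs control and LPS + GSK-J4 vs LPS 4 h from 92, 5 and 140 to 150, 8 and 277, together from 237 to 435, although it belongs to only 1 of these comparisons. After the GC correction the counts went from 423 to 525, a ratio of 1.24, which is consistent with the GC trend of this library (Spearman correlation 0.65 across genes) widening the shared estimate of the spread. Its low depth is argued against, since with every library thinned to 1434435 counts the ratio was 2.41 (153 to 368). No biological explanation was tested.

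Other splits of the libraries into groups of 3 were counted with only the compared libraries in the fit. The real and the highest other count were 205 and 0 for LPS 2 h vs control, 414 and 0 for LPS 4 h vs control, 255 and 0 for LPS 4 h vs LPS 2 h, 62 and 0 for LPS + GSK-J4 vs LPS 4 h, and 133 and 0 for LPS + GSK-J4 vs GSK-J4, each with 1 of 10 splits as large, the real one. For GSK-J4 vs control edgeR called 0 in the real split and all 10 splits gave as many (with all libraries 623 genes had an unadjusted p below 0.05, and DESeq2 called 19). With 10 splits no share under 0.05 can be reached. In LPS 2 h vs control and LPS + GSK-J4 vs GSK-J4, residuals of libraries with equal numbers correlated above 0.1. In the former not every library correlated best with its own number, and in the latter replicates 1 and 2 of both arms share a batch. The other splits that part all 3 pairs of equal number and those that part 1 pair gave 0 alike. For the interaction the real grouping gave 0 genes in a fit of 12 libraries, all 100 of 100 drawn groupings gave as many, and the highest gave 193. Drawn groupings mix libraries with and without LPS, so that a high count among them can carry the LPS effect itself, and chance is not excluded for this count.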

How the results depend on the processing

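The settings with a GC correction, a batch term, a restriction of the GSK-J4 arms, summed counts, a block with only the groups compared or a left-out library of a group not compared, library size only for list tests, and left-out libraries for list tests and correlations were chosen only after the data were seen, and the others before. Of the tests of single lists under all settings, 5321 kept their direction and their side of the threshold, 192 were weaker, 117 stronger and 12 reversed. For named genes these numbers were 6359, 743, 108 and 4. The count of LPS 4 h vs control stayed within 1.5 times of 545 under RLE scaling (553), library size only (609), no filter (780), a mean of at least 1 CPM (557), limma-voom (529), DESeq2 (663) and summed counts (556). On simulated counts at the depth, spread and replicate number of these libraries 17% of 2-fold changes were called, and depth was not varied in that test. Unless construction is named below, the cause was not tested.

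Without the filter, the counts were 568 for LPS 2 h vs control, 221 for LPS 4 h vs LPS 2 h, 112 for GSK-J4 vs control, 421 for LPS + GSK-J4 vs LPS 4 h, 48 for the interaction and 70 for LPS-induced genes lower with GSK-J4 (17 as reported). Here and below the induced genes were chosen anew under each setting, so that they are not always the 225 genes of the report. Scaling by library size only gave 0 in edgeR for the interaction (464 genes at an unadjusted p below 0.05 with TMM, 9 in DESeq2).

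With the replicate number as a block, the counts were 8 for GSK-J4 vs control, 236 for LPS + GSK-J4 vs LPS 4 h, 2 for the interaction and 30 for induced genes lower with GSK-J4. With the block and only the groups compared, they were 551 for LPS 2 h vs control, 252 for LPS 4 h vs LPS 2 h, 623 for LPS + GSK-J4 vs GSK-J4, and 0 for GSK-J4 vs control, LPS + GSK-J4 vs LPS 4 h and the interaction (with all libraries and no block, edgeR gave 623, 1096 and 464 genes at an unadjusted p below 0.05 and DESeq2 called 19, 243 and 9). With only the groups compared and no block, they were 205, 255 and 133, then 0, 62 and 0, in that order, with fewer libraries behind the spread by construction.

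The GC correction gave 183 for LPS 4 h vs LPS 2 h, 14 for GSK-J4 vs control and 226 for LPS + GSK-J4 vs LPS 4 h. Together with the GSK-J4 arms restricted to replicates 1 and 2 it gave 720 for LPS 2 h vs control, 1164 for LPS 4 h vs control, 433 for LPS 4 h vs LPS 2 h, 525 for GSK-J4 vs control, 1189 for LPS + GSK-J4 vs LPS 4 h and 87 for the interaction.

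With the library batch as a term, the counts were 210 for LPS 4 h vs LPS 2 h, 25 for GSK-J4 vs control (22 higher and 3 lower), 89 for LPS + GSK-J4 vs LPS 4 h (53 higher and 36 lower, against 38 and 102 as reported), 3 for the interaction and 8 for induced genes lower with GSK-J4, whose median was -0.10 and no longer passed. The term was estimated within the GSK-J4 arms alone. By construction the GSK-J4 effects against control and LPS 4 h then rest mainly on replicate 3 of those arms. Lists that turned direction had adjusted p-values of 0.115 (interferon response), 0.00162 (metallothioneins and metal transport), 0.00204 (cholesterol synthesis) and 0.000190 (MYC targets) in GSK-J4 vs control, and 0.697 (antigen presentation) and 0.731 (cholesterol synthesis) in LPS + GSK-J4 vs LPS 4 h.

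With the GSK-J4 arms restricted to replicates 1 and 2, the counts were 228 for LPS 4 h vs LPS 2 h, 142 for GSK-J4 vs control, 686 for LPS + GSK-J4 vs LPS 4 h, 195 for LPS + GSK-J4 vs GSK-J4, 27 for the interaction and 97 for induced genes lower with GSK-J4, and in LPS + GSK-J4 vs LPS 4 h Ccl5 turned to -4.38 and Hmox1 to -1.52. With replicate 3 they were 154, 9, 42, 2 (interaction) and 3 (induced genes), and the median of the induced genes, chosen anew, was 0.093 (that of the 225 genes of the report was -0.05). Lists that turned with replicate 3 had adjusted p-values of 0.00940 (metallothioneins), 0.0748 (cholesterol synthesis) and 0.00378 (MYC targets) in GSK-J4 vs control, 0.0686 (antigen presentation) and 0.311 (cholesterol synthesis) in LPS + GSK-J4 vs LPS 4 h, and 0.0227 (antigen presentation) in the interaction. The restrictions leave fewer GSK-J4 libraries by construction.

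DESeq2 called 145 for LPS 4 h vs LPS 2 h, 19 for GSK-J4 vs control, 243 for LPS + GSK-J4 vs LPS 4 h, 9 for the interaction and 35 induced genes lower with GSK-J4, and the correlations were 0.68 for the LPS effects at 2 h and 4 h, 0.34 for those with and without GSK-J4 and 0.11 for the GSK-J4 effects (0.83, 0.73 and 0.32 as reported). Limma-voom called 216 in LPS + GSK-J4 vs LPS 4 h. At the study's thresholds on unadjusted P, DESeq2 called 37 for GSK-J4 vs control and 58 for the interaction. On adjusted P it called 215, 293 and 58 for LPS 2 h vs control, LPS 4 h vs control and LPS 4 h vs LPS 2 h, and 62, 187 and 4 for LPS + GSK-J4 vs LPS 4 h, LPS + GSK-J4 vs GSK-J4 and the interaction. At an adjusted p below 0.01, edgeR called 189, 297, 24, 0, 33, 169 and 0 in the order of the report (the zeros had 623 and 464 genes at an unadjusted p below 0.05). Of 87 list tests passed, 37 passed with an estimated correlation too, and fry passed 70, of which 59 were among the 87. With the induced set chosen at LPS 4 h, 64 were lower with GSK-J4, a set that shares its libraries with the comparison by construction.

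Leaving out any 1 of the 15 libraries in turn, including those of groups not compared, gave 213 to 455 genes for LPS 2 h vs control, 334 to 700 for LPS 4 h vs control, 16 to 194 for LPS 4 h vs LPS 2 h, 0 to 15 for GSK-J4 vs control, 24 to 462 for LPS + GSK-J4 vs LPS 4 h, 181 to 389 for LPS + GSK-J4 vs GSK-J4 and 0 to 46 for the interaction, with the libraries that move a count by over 1.5 times named in the report. List tests passed numbered 80 to 93. With only libraries of the groups involved left out, induced genes lower with GSK-J4 numbered 5 to 77, the median of the induced genes was -0.66 to -0.16, and correlations were 0.18 to 0.51 for the GSK-J4 effects, 0.80 to 0.85 for the LPS effects at 2 h and 4 h, and 0.58 to 0.80 for those with and without GSK-J4. Without LPS + GSK-J4 replicate 3, Ccl5 turned to -4.38 in LPS + GSK-J4 vs LPS 4 h and to -3.59 in the interaction, where leaving out other libraries gave up to 2.32 (GSK-J4 replicate 3).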

Other observations

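No test was added for the values given first, which come from lists fixed with the others, but the split into replicates of the GSK-J4 arms and the list tests without a library were chosen only after the data were seen. Genes of cholesterol synthesis and uptake were higher as a list in LPS + GSK-J4 than in LPS 4 h, with 0 of 19 called (1 higher adjusted over the list alone, median 0.83, adjusted p = 5.57e-05, and adjusted p = 0.359 with an estimated correlation). Replicates 1 and 2 gave a median of 1.14 with 12 called higher, and replicate 3 gave -0.22 with 0 called in edgeR. The same list had medians of 0.59 and -0.30 in GSK-J4 vs control, with 4 and 0 of 19 called higher in the replicate sets (0 with all replicates in edgeR, adjusted p = 0.0326, and adjusted p = 0.651 with an estimated correlation). The hypoxia response list (22 genes measured) and the list of metallothioneins and metal transport genes (8 measured) went the other way round. In LPS + GSK-J4 vs LPS 4 h their medians were -0.11 and -0.08 from replicates 1 and 2 but 0.98 and 1.31 from replicate 3. Neither passed with all replicates (adjusted p = 0.0765 and 0.657). Hmox1, which degrades heme, stood at 101, 103 and 2584 CPM in the replicates of LPS + GSK-J4, at 81.3, 82.8 and 554 CPM in GSK-J4, and at 159 ± 68.5 CPM in control. Targets of NRF2, a regulator of the oxidative stress response, rose in 1 of 18 cases in LPS + GSK-J4 vs LPS 4 h, Taldo1 (21.6 ± 3.54 to 51.3 ± 11.9 CPM, 1.41 on the log2 scale from replicates 1 and 2 and 0.88 from replicate 3), with 4 adjusted over the list alone (median 0.42, adjusted p = 0.00196, and adjusted p = 0.417 with an estimated correlation, with medians of -0.03 and 0.84 in the replicate sets).

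Immediate early genes rose with LPS in 7 of 16 cases at 2 h (1 fell, Zfp36l1, -1.32; 10 up and 1 down adjusted over the list alone, median 1.05, adjusted p = 6.59e-06, and adjusted p = 0.180 with an estimated correlation) and in 5 with LPS in the presence of GSK-J4 (1 fell; 10 and 2 adjusted over the list alone, median 0.95, adjusted p = 4.11e-08, and adjusted p = 0.0982 with an estimated correlation). Of 8 measured p53 targets, 4 rose at LPS 2 h (4 adjusted over the list alone, median 0.58, adjusted p = 0.00101), among them Gadd45a (3.84) and the kinase gene Plk2 (1.14), and 4 rose with LPS under GSK-J4 (4 adjusted over the list alone, median 1.06, adjusted p = 0.000300), including Btg2 (2.02) and Plk2 (1.82). Homeostatic microglia markers were lower as a list at 2 h of LPS, with 1 of 16 called, Mafb (2 adjusted over the list alone, median -0.49, adjusted p = 0.00698, and adjusted p = 0.342 with an estimated correlation). At 4 h 1 fell, Mertk, and 1 rose, Cx3cr1 (1 and 1 adjusted over the list alone, median -0.59, adjusted p = 0.0204, and adjusted p = 0.424 with an estimated correlation). Control replicate 1 stood apart in this list, with a median of 0.56 from the control mean against -0.26 and -0.29 in the other controls and -0.18 in LPS 2 h replicate 1, and without it neither list test passed (adjusted p = 0.167 at 2 h and 0.197 at 4 h).

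At the study's thresholds on unadjusted P, DESeq2 called 89 genes lower at LPS 2 h. That is higher than the value quoted from the study above. At the same thresholds 80 genes were lower at LPS 4 h. That is higher than the value quoted from the study above. The counts of genes higher, 231 at 2 h and 310 at 4 h, were within 1.5 times of those quoted above. Only the thresholds were matched here. The fit held all 15 libraries, with the GSK-J4 arms that the study does not describe, and counts per accession. On adjusted P, 43 genes were lower at 2 h and 47 at 4 h.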
